A study of Mus musculus with 12 samples. Its data were reported in "Rna M6a Methylation Regulates Glycolysis of Beige Fat and Contributes to Systemic Metabolic Homeostasis" (2023).

How the data were processed

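The data came from inguinal white adipose tissue (iWAT), the subcutaneous fat pad of the mouse groin, of male C57BL/6 mice kept for 7 days at 4 °C (cold) or at 30 °C (thermoneutral). N6-methyladenosine (m6A), a methyl mark on adenosines of mRNA, was mapped by MeRIP-seq, in which fragmented mRNA is pulled down with an anti-m6A antibody and sequenced (m6A IP) beside a part of the same RNA that was not pulled down (input). The 12 libraries formed 4 groups of 3, cold m6A IP, thermoneutral m6A IP, cold input and thermoneutral input. Groups were taken from the sample titles. Replicate numbers shared by an IP and an input were not used, because only tables of the finished comparison were analysed here.

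According to the methods of the study, adaptors were trimmed with cutadapt, reads were aligned to mm10 with Hisat2, peaks were called with MACS2, motifs were searched with HOMER and differential sites were called with diffReps. The submitters' processing notes name Bowtie 0.12.2, MACS2 and HOMER, and both mm8 and mm10, so the aligner differs between the sources. The coordinates settled the build: 99.6% of the 739 sites overlapped the gene they name in the GENCODE M21 annotation of GRCm38, the assembly behind mm10. The authors deposited 1 table of sites higher and 1 table of sites lower in the group abbreviated C against T. C was read as cold and T as thermoneutral, the initials in the sample titles. That reading also places Hk2, Pfkl and Pkm in the direction the study describes for them, so their direction is not independent evidence.

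Each row of the authors' deposited tables gives a site with a fold, a linear ratio of the larger over the smaller group that is above 1 in both tables. The authors also deposited a p-value and a false discovery rate (FDR) per site, and a −log10 of the p-value as the score. Site length in bp and positions are deposited too. The smallest fold was 4.01, the largest p was 9.65e-06, the largest FDR was 7.27e-05 and the shortest site was 300 bp, so sites with smaller changes, and shorter sites, were outside the tables. The sources used here do not state whether diffReps used the inputs. The fold may therefore compare pulled-down signal that is not corrected for input. It could then hold a change in the amount of the transcript as well as a change in its methylation. No value of a single library was analysed, so the depth of each library is unknown, no spread between animals can be given, and no fold below has an SD or n.

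Starts were read as counted from 0 and ends from 1, and are given here counted from 1. Of 153 starts off a 20 bp grid, 138 then fell on an annotated exon start, against 1 when starts were read as counted from 1. Starts on the grid may be 1 bp off. Of 145 ends off the grid, 133 fell on an exon end, and 95.5% of sites lay inside a single exon. Sites had therefore been trimmed to exons, and with a shortest length of 300 bp, exons shorter than this were nearly all out of reach.

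Sites were placed with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and pysam 0.24.0 on the coding transcript of each gene with the longest coding sequence (CDS), by the midpoint of the site. Gene lists were fixed before the data were examined: glycolysis, pyruvate and citrate cycle, fatty acid oxidation, oxidative phosphorylation, thermogenic and beige adipocyte, lipogenesis, lipolysis and lipid droplet, glycogen, white adipocyte, insulin signalling, m6A machinery, mitochondrial biogenesis and dynamics, cancer and growth pathways, extracellular matrix, preadipocyte and fibroblast, macrophage, lymphocyte, endothelial, mural and smooth muscle, skeletal muscle, epithelial, nerve, proliferation, clock, and immediate early and stress genes. The lists held 994 symbols, gene families included, and all were found in the RefSeq annotation of GRCm38.p6. For each list, genes with sites higher only and genes with sites lower only in cold were compared with all other genes in the tables by a two-sided Fisher's exact test, with Benjamini-Hochberg adjustment over the 22 lists that had a gene. Genes are not replicates of animals, and these p-values concern the genes in the tables.

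Absolute log2 folds of higher and lower sites were compared by a two-sided permutation test of medians with 100000 resamples. Shares of sites in the 3' UTR, CDS and 5' UTR were compared by Fisher's exact test with adjustment over the 3 regions. The GGAC and DRACH sequences (D is A, G or T, R is A or G, H is A, C or T) were sought on the transcribed strand of 649 sites and in 1 window per site of the same length, drawn at random from other exonic parts of the same gene. Higher and lower sites were compared over all 706 sites inside a single exon, with or without such a window. The share of pairs of sites in 1 gene that changed the same way was compared with 100000 shuffles of directions over sites, one-sided. The smallest p these shuffles can give is 1e-05.

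Functions were tested on simulated data. With directions shuffled over 558 genes, 3.0% of 200 runs called any of 20 random lists, and a planted list of 12 genes, all higher, was found in 100.0% of runs. Smaller lists, and lists with all genes lower, were not planted. A shift of 1 on the log2 scale was found in 50 of 50 runs on 739 sites, and 0 of 50 runs without a shift were called. One direction per gene was found in 50 of 50 runs over pairs of sites, and shuffled directions were called in 1 of 50.

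Genes named in the report were chosen by a rule fixed before the data were examined: Hk2, Pfkl, Pkm, Ucp1, Ppargc1a, Prdm16, Cidea, Dio2 and the m6A machinery, the 6 members of each list with the largest fold, the 10 genes with the largest fold in each direction without predicted genes, and the 5 genes with most sites. A gene that the rule names may not be reported here. Alternatives fixed in advance were a fold of at least 4, an adjusted p of at most 1e-04, merging of neighbouring sites, predicted genes left out, other ways to count a gene's direction, 1 site per gene, trimmed folds, other ways to place a site, other motif windows and other pairs of sites. Alternatives chosen after seeing the data were a fold of at least 8, a p of at most 1e-07, folds in whole multiples of 0.1 left out, skeletal muscle genes left out, Hk2, Pfkl and Pkm left out, Ttn left out, another choice of transcript and the density of GGAC.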

Results

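The MeRIP-seq experiment asked which transcripts of mouse iWAT differ in m6A signal between mice kept in the cold at 4 °C and mice kept at thermoneutrality at 30 °C for 7 days. White adipose tissue at this place forms heat-producing beige adipocytes in the cold. Each temperature had 3 m6A IP and 3 input libraries. The authors' deposited tables listed 739 differential sites in 574 genes, of which 301 sites in 223 genes were higher and 438 sites in 367 genes were lower in cold. Sites were higher only in 207 genes, lower only in 351 genes and changed in both directions in 16 genes. Hence 37.1% of the genes with a single direction were higher in cold, which is the background for the gene groups below. Most symbols of each gene list had no site in the tables, so a count for a list covers only its genes with a site. Where a gene had several sites, the fold given is that of its strongest site. Among higher sites, 36 of 301 lay in 8 genes of skeletal muscle, and without these genes 265 higher sites were left.

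Transcripts of heat production and of beige adipocytes had higher m6A signal in cold. The study also reported higher mRNA of brown fat gene programs in iWAT after this cold exposure. For these genes the folds cannot tell a change in transcript amount from a change in methylation. Of the 60 symbols of the thermogenic and beige list, 14 had a site, and all 14 were higher only, as were the 8 skeletal muscle genes with a site, against 35.5% of the other genes (Fisher's exact test, adjusted p = 1.55e-05). In the authors' deposited table the site of Ucp1, the uncoupling protein that lets mitochondria release energy as heat, was 204-fold higher (FDR 5.44e-05) and lay in exon 6 at chromosome 8, 83297857 to 83298456, with its midpoint in the 3' UTR. Dio2, the deiodinase that activates thyroid hormone, had 5 sites, all higher, the strongest 567.9-fold in the authors' deposited table. Ppargc1a, a coactivator of mitochondrial biogenesis, had sites 17.0-fold and 4.16-fold higher, and the site of Cidea, a lipid droplet protein, was 9.29-fold higher in the authors' deposited table. Otop1 (1137.8-fold), Nat8l (1114.7-fold), Letmd1 (251-fold) and Acot11 (170-fold) completed, with Dio2 and Ucp1, the 6 largest folds of this list in the authors' deposited table. Prdm16, a transcriptional regulator of beige adipocytes, had no site in the tables, which says only that no change of 4-fold or more was called.

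Glycolysis genes had higher m6A signal in cold. Of 37 symbols 8 had a site, and all 8 were higher only, as were the 8 skeletal muscle genes with a site (others 36.2%, adjusted p = 0.00145 by Fisher's exact test), namely Pgam1, Pfkl, Eno1, Gpi1, Slc16a1, Pkm, Slc2a1 and Hk2. The study chose glycolysis as a pathway, and Hk2, Pfkl and Pkm within it, on these samples, so the list is not independent evidence of its direction. With these 3 genes left out, the other 5 gave an adjusted p of 0.0179, which is not independent evidence either. Pgam1, phosphoglycerate mutase, had 3 sites, the strongest 24.8-fold higher in the authors' deposited table, and the strongest sites of the other 7 were between 4.41-fold and 8.39-fold higher. Above a fold of 8 only 2 of the 8 genes were left, both higher, and the adjusted p was 0.191 (Fisher's exact test). With only 2 genes the list could not have passed. At a p of at most 1e-07, 3 genes were left, all higher, and the adjusted p was 0.110 by the same test.

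Hk2 (Entrez gene 15277), hexokinase 2, had 1 site on chromosome 6, 82725162 to 82727454 of mm10, 2293 bp in exon 18 of 18, that was 4.41-fold higher in cold (p = 2.3e-07, FDR 2.16e-06) in the authors' deposited table. Pfkl (Entrez gene 18641), the liver-type phosphofructokinase, had 1 site on chromosome 10, 77987802 to 77988357, 556 bp in exon 22 of 22, that was 8.39-fold higher (p = 5.45e-11, FDR 2.03e-08) in the authors' deposited table. Pkm (Entrez gene 18746), pyruvate kinase of muscle and many other tissues, had 1 site on chromosome 9, 59678728 to 59679375, 648 bp in exon 11 of 11, that was 5.87-fold higher (p = 1.56e-08, FDR 2.35e-07) in the authors' deposited table. All 3 sites touched the end of the CDS and had their midpoint in the 3' UTR. The Hk2 site held 8 GGAC sequences, the Pfkl site 4 and the Pkm site 2. The GGAC nearest the middle of each site lay on chromosome 6 at 82725959 to 82725962 for Hk2 (CTGCTTCCTTGGACTGAGCTGCAT with 10 flanking bases on each side, minus strand), on chromosome 10 at 77988033 to 77988036 for Pfkl (CCCACCCCCAGGACAGAGAGCCTG, minus strand) and on chromosome 9 at 59679043 to 59679046 for Pkm (GAGGAATGCAGGACTGGAAACCCT, plus strand). These sequences are read on the transcribed strand, and the antibody does not locate the methylated base within a site.

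**Figure D1:**
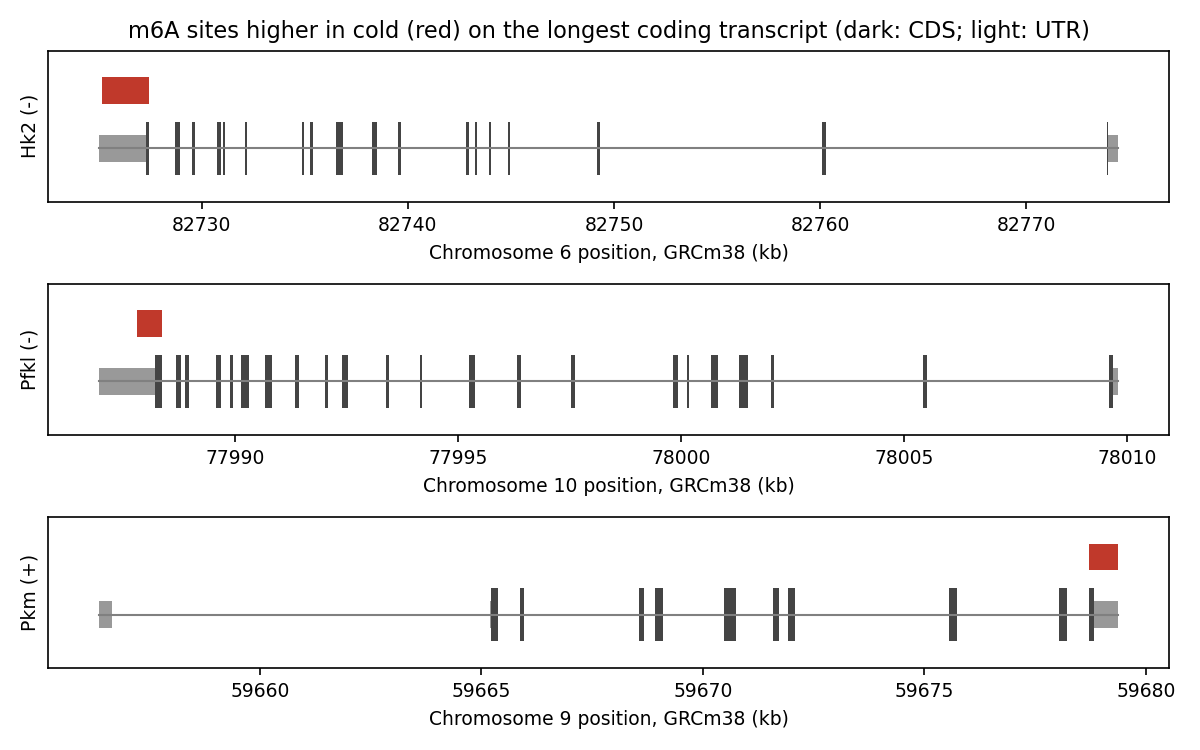
Position of the differential site (red) of Hk2, Pfkl and Pkm above the coding transcript with the longest CDS (dark boxes CDS, light boxes UTR, line introns), with chromosome position in kb of GRCm38 on the horizontal axis and the strand beside each name. Each site lies in the last exon, and the Hk2 site is the longest with 2293 bp.

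Sites of other pathways of fuel use were higher as well. Of 40 symbols of fatty acid oxidation 13 had a site, all higher only (adjusted p = 2.17e-05, Fisher's exact test), led in the authors' deposited table by Acot11, Cpt1b (118-fold), the carnitine palmitoyltransferase of muscle and brown fat, Etfdh (23.4-fold) and Ehhadh (15.7-fold). Of 34 symbols of pyruvate and the citrate cycle 10 had a site, and 9 of these were higher only (adjusted p = 8.73e-04), among them the pyruvate dehydrogenase kinases Pdk2 (91.8-fold) and Pdk4 (18.9-fold) and the citrate cycle enzymes Sucla2 (22.7-fold) and Idh3a (13.6-fold) in the authors' deposited table. The remaining gene, Dlst, had 1 higher site and 1 lower site, the latter 488.6-fold lower in cold in the authors' deposited table. That lower site lay in an intron of the transcript used, as did the strongest sites of Etfdh, Ndufb5, Hadha, Eno1 and Acss2, all higher. Of 105 symbols of oxidative phosphorylation only 6 had a site, all higher only (Ndufb5, Ndufb11, Uqcrq, Cox7a2, Cycs and Ndufv2, Fisher's exact test, adjusted p = 0.0076). Their folds in the authors' deposited table ran from 5.06 to 11.96, and only 2 of the 6 were above 8, where the adjusted p was 0.191. At a p of at most 1e-07 it was 0.212 (Fisher's exact test), again with 2 genes. Both genes were higher each time, and 2 genes could not have passed. For pyruvate and the citrate cycle the adjusted p was 0.0843 at a fold of at least 8, by the same exact test, with 5 genes higher and 1 lower. All 8 skeletal muscle genes with a site were higher too. Thermogenic, fatty acid oxidation and pyruvate lists share genes such as Cpt1b, Acot11 and Pdk4, so these tests are not independent. The study also reported carbon metabolism, pyruvate metabolism and the citrate cycle as enriched among its genes with more m6A and more mRNA. The pyruvate and citrate cycle list is therefore not independent evidence of its direction.

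Some genes of the lipid synthesis list also had higher sites, while its members Acly, Acaca, Fasn and Scd1 had no site. Of 37 symbols 6 had a site (Acss1, Gpd2, Agpat2, Elovl6, Acss2 and Gpd1), all higher only (Fisher's exact test, adjusted p = 0.0076). Acss1, a mitochondrial enzyme that makes acetyl-CoA from acetate, was 1255.9-fold and Gpd2, the mitochondrial glycerol phosphate dehydrogenase, 51.9-fold higher in the authors' deposited table. By the same exact test the call was lost among genes with 1 site only, where 2 genes were left (adjusted p = 0.233), with a fold of at least 8 (adjusted p = 0.0721) and with a p of at most 1e-07 (adjusted p = 0.0756). All genes left were higher each time, so fewer genes entered without a change of direction, and 2 genes could not have passed. Of 19 glycogen symbols 4 had a site, Pygm, Gbe1, Ppp1r3b and Ugp2, all higher only (Fisher's exact test, adjusted p = 0.0455), and without the genes of the skeletal muscle list, which holds Pygm, the muscle glycogen phosphorylase, the adjusted p was 0.109. It was also above the threshold among genes with 1 site (0.126), at a fold of at least 8 (0.121) and at a p of at most 1e-07 (0.110). Each of these tests of the glycogen list had 3 genes, all higher. Of the 29 symbols of the lipolysis and lipid droplet list 2 had a site, Cidea and Plin5, both higher (Fisher's exact test, adjusted p = 0.232). With only 2 genes that list could not have passed.

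Skeletal muscle genes also carried higher sites in cold. Of 26 symbols 8 had a site (Neb, Pygm, Ttn, Atp2a1, Myh2, Myh1, Myh4 and Casq1), all higher only (Fisher's exact test, adjusted p = 0.00145). Ttn, which encodes the giant sarcomere protein titin, had 28 sites, the most of any gene, between 5.51-fold and 123-fold higher in the authors' deposited table. Neb, encoding nebulin, had sites 169-fold and 6.61-fold higher, and Pygm a site 136-fold higher in the authors' deposited table. At a p of at most 1e-07 the list kept 3 genes, all higher, and an adjusted p of 0.110 (Fisher's exact test). Sites of these muscle genes were higher together with those of the glycolysis, glycogen, citrate cycle, fatty acid oxidation, oxidative phosphorylation, lipid synthesis and thermogenic groups, and Pygm belongs to the glycogen and the muscle list.

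Extracellular matrix genes had lower m6A signal in cold. Of 97 symbols 13 had a site, and all 13 were lower only, against 38.0% of the other genes higher (Fisher's exact test, adjusted p = 0.0076). Vcan, the proteoglycan versican, had sites 354.2-fold and 14.8-fold lower, Fbn1, fibrillin, a site 225.1-fold lower and Fn1, fibronectin, sites 176-fold and 4.90-fold lower in the authors' deposited table, followed by Tnxb (70.1-fold), Fbln2 (54.7-fold) and Mmp2 (52.6-fold). The strongest folds of Vcan, Fbn1 and Mmp2 were whole multiples of 0.1, so this order is not given as an order of the size of change. By the same exact test the call was lost with a fold of at least 8 (adjusted p = 0.107), a p of at most 1e-07 (adjusted p = 0.110) and among genes with 1 site (adjusted p = 0.0892). In each case 9 genes were left, all lower. Of 34 markers of preadipocytes and fibroblasts 9 had a site, all lower, with Fbn1, Fn1, Col5a1, Prrx1, Igf1 and Col3a1 at the top, and did not pass (Fisher's exact test, adjusted p = 0.0662). Fbn1, Fn1, Col5a1, Col3a1 and Dcn also counted on the extracellular matrix list, and Igf1 on the white adipocyte list, so these lists are not independent. With one vote per site the adjusted p was 0.00326, but sites are not independent, since 95.9% of pairs of sites in 1 gene had the same direction, and among genes with 1 site it was 0.211 (exact test). Of 28 macrophage markers 5 had a site, all lower (Ccr2, Sirpa, C1qa, Lyz2 and Cd163, adjusted p = 0.256), with Ccr2 139-fold lower in the authors' deposited table. With only 5 genes, all lower, the macrophage list could not have passed.

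Other lists did not pass the Fisher's exact test. Several could not have passed, because few of their genes had a site and most genes with a single direction were lower. By this exact test 4 genes, all lower, gave an unadjusted p of 0.302 (white adipocyte) and 2 genes, both higher, 0.137 (clock). For 4 genes, all higher, it was 0.0186 (glycogen). Of 29 white adipocyte symbols 4 had a site, all lower (Nnat, Nrip1, Igf1 and Lep, adjusted p = 0.443), and Lep, which encodes the hormone leptin, was 4.96-fold lower in the authors' deposited table. In insulin signalling Foxo3 (406.3-fold) and Pik3r1 (123-fold) had lower sites in the authors' deposited table, and Igf1r had sites in both directions (adjusted p = 0.647). Cancer and growth pathways had 4 genes with higher sites, Myc and Notch3 leading, and 9 with lower sites, with Egfr, Fgfr2, Fzd5 and Cdkn1b leading (exact test, adjusted p = 0.853). Mitochondrial biogenesis and dynamics had 2 genes with higher sites (Slc25a42 and Crls1) and 1 with a lower site (Slc25a13, exact test, adjusted p = 0.647). The mural and smooth muscle list had higher sites in Notch3 and Des (exact test, adjusted p = 0.232), and the clock list in Nr1d2 and Bhlhe40 (adjusted p = 0.232). Nerve genes had lower sites in Egr2 and Scn7a (exact test, adjusted p = 0.647). Immediate early and stress genes had higher sites in Fosb and Jun and lower sites in Fosl2, Hspa1b and Egr2 (exact test, adjusted p = 1.0). The epithelial list had a lower site in Epcam and sites in both directions in Prlr (exact test, adjusted p = 1.0). Lymphocyte, endothelial and proliferation lists had 0 genes in the tables.

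**Figure D2:**
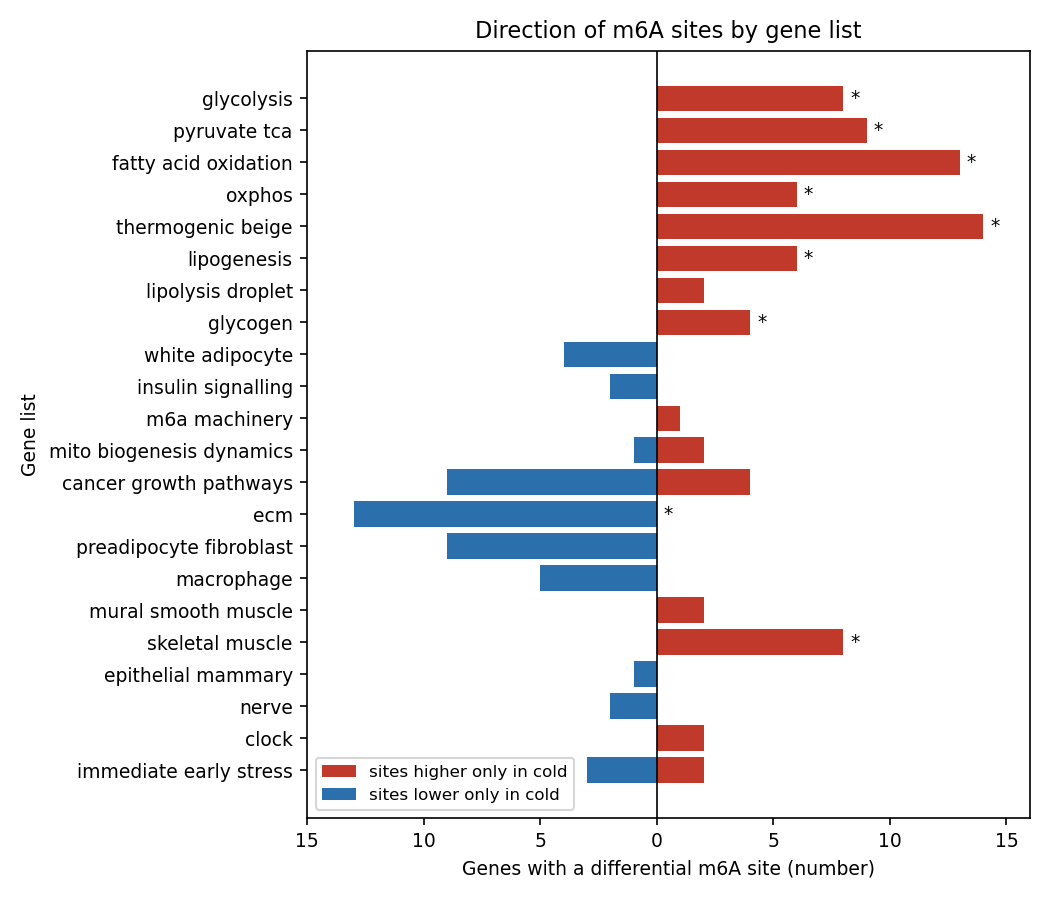
Number of genes on each fixed list whose differential sites were higher only (red, to the right) or lower only (blue, to the left) in cold, for the 22 lists with such a gene, where * marks an adjusted p of at most 0.05. The thermogenic and beige list has 14 genes to the right and the extracellular matrix list 13 to the left.

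Of the 30 genes of the m6A machinery, which write, erase or read the mark, only Zc3h13, a part of the methyltransferase complex, had a site, 8.06-fold higher in cold in the authors' deposited table (list adjusted p = 0.510). The other 29, Mettl3, Mettl14, Wtap, Fto, Alkbh5 and Igf2bp2 among them, had no differential site. This concerns sites on their own transcripts, not their activity or their expression.

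Over all sites the largest folds belonged to genes of several kinds. All 20 folds named here were whole multiples of 0.1, within a tolerance of 1e-06 on 10 times the fold, as were 109 of the 739 folds in all, so their order is not given as an order of the size of change. The same holds for the strongest sites of Dlst, Foxo3, Egfr, Fgfr2 and Fzd5. Higher in cold in the authors' deposited table were Itpk1 (2053.2-fold), Dhrs9 (1810.7-fold), Acss1, Otop1, Nat8l, Prnd (874.7-fold), Ttc3 (745.9-fold), Sorl1 (571.9-fold), Dio2 and Adra1a (553.1-fold), an alpha-1 adrenergic receptor. Lower in cold in the authors' deposited table were Psapl1 (2388.7-fold), Bmpr1a (939.6-fold), a receptor for bone morphogenetic proteins, Arhgap32 (861.5-fold), Btbd9 (831.9-fold), Znrf2 (817.7-fold), Antxr1 (794.8-fold), Foxc1 (777.0-fold), Btbd3 (725.9-fold), Ide (699.8-fold), the insulin-degrading enzyme, and Ly86 (663.7-fold).

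Lower sites had larger folds than higher sites. The median fold in the authors' deposited tables was 20.9 for the 438 lower sites (quartiles 7.62 and 116) and 11.8 for the 301 higher sites (quartiles 6.87 and 62.7). On the log2 scale the medians differed by 0.83 (4.39 against 3.56, two-sided permutation p = 0.006). This test treats sites of 1 gene as independent. With only the strongest site of each gene the median folds were 27.35 for lower and 13.05 for higher sites (permutation p = 0.0203). Without folds in whole multiples of 0.1 the medians were 12.2 and 9.65 (permutation p = 0.0231), a smaller difference. Neither the number of sites nor their folds measures the overall amount of m6A, which the study reported as higher in iWAT in the cold.

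**Figure D3:**
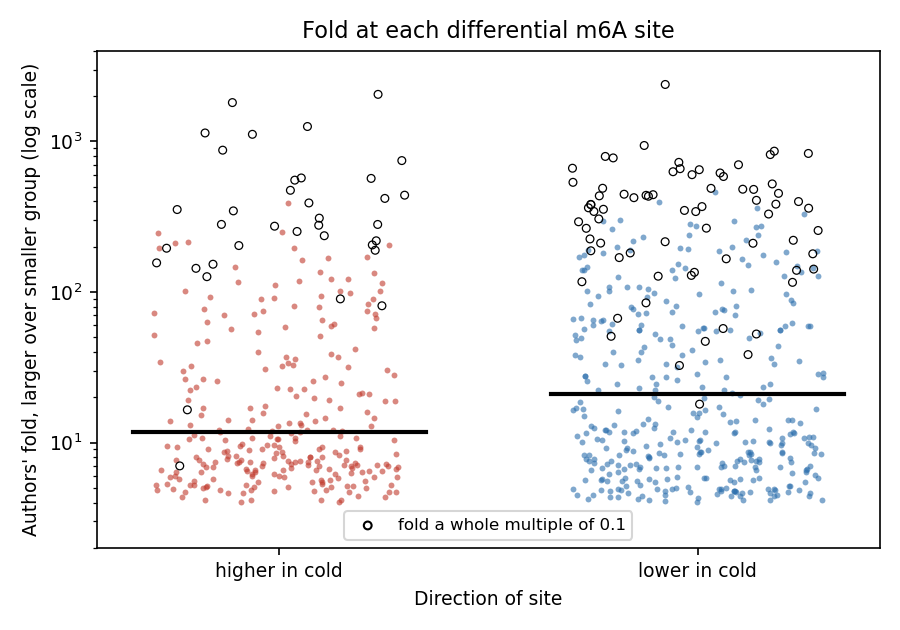
Fold of each of the 739 sites on a log axis, as deposited by the authors, for 301 sites higher (red) and 438 sites lower (blue) in cold, with points spread sideways at random, a black line at each median and open circles for the 109 folds that are whole multiples of 0.1. The medians are 11.8 and 20.9, and the open circles make up most of the highest points.

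Most sites lay in 3' UTRs in both directions. Of 660 sites placed in coding transcripts, 62.4% had their midpoint in the 3' UTR, 35.6% in the CDS and 2.0% in the 5' UTR. Of the placed sites that also had a window from other exonic parts of the same gene, 59.1% lay in the 3' UTR and 39.0% in the CDS, against 64.2% and 31.3% of the placed windows, a difference that was not tested. No difference between higher and lower sites passed the test, with 61.5% against 63.1% in the 3' UTR, 37.4% against 34.4% in the CDS and 1.11% against 2.56% in the 5' UTR (Fisher's exact test, adjusted p = 0.684 for each). When any overlap was counted instead, 70.2% of higher and 54.6% of lower sites touched the CDS (Fisher's exact test, adjusted p = 1.15e-04), and 65.9% against 54.6% without the skeletal muscle genes (adjusted p = 0.0164). Higher sites were longer, with a median of 419 bp against 379 bp. The overlap counts treat sites of 1 gene as independent, and overlap was not tested with 1 site per gene. By midpoint with the strongest site per gene, the CDS held 28.4% of higher and 32.0% of lower sites (Fisher's exact test, adjusted p = 0.427).

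**Figure D4:**
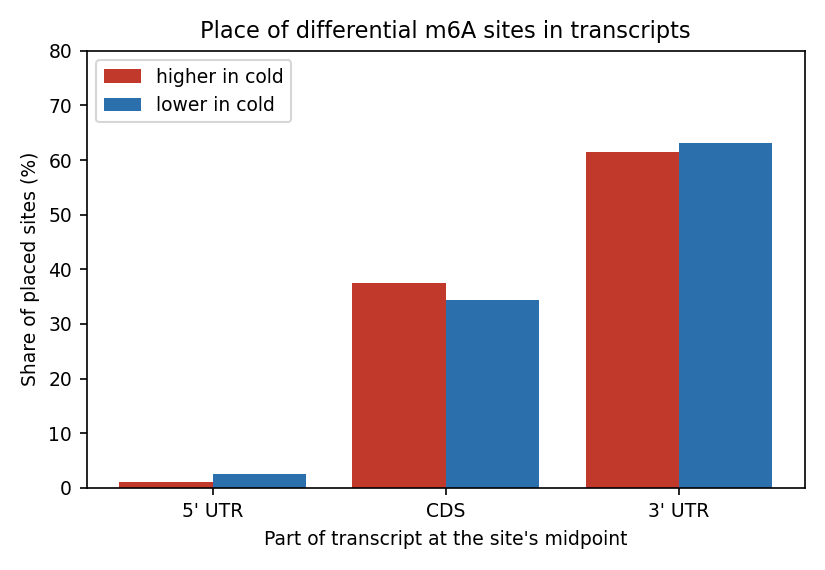
Share of placed sites in percent with their midpoint in the 5' UTR, CDS or 3' UTR, for 270 sites higher (red) and 390 sites lower (blue) in cold. The 3' UTR holds 61.5% and 63.1% of them.

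The GGAC sequence, a core of the m6A motif, was present in 83.7% of 649 sites and in 73.8% of the windows from the same genes (Fisher's exact test, p = 1.8e-05). Windows came from exons of all annotated transcripts of a gene. Only 447 of the 649 windows were placed in the UTRs or CDS of the coding transcript used, against 582 of the 649 sites. Whether this unlike placing adds to the difference in GGAC was not tested. Per kb, sites held 4.48 and their 10 windows each 3.30 GGAC, and the mean difference over 510 genes was 1.05 (95% bootstrap interval 0.728 to 1.39, permutation p = 1e-05, the smallest possible). In the central 100 bp the shares were 33.9% and 30.2% and did not pass (Fisher's exact test, p = 0.171). DRACH was present in all sites and all windows, so its presence could not separate them. Higher and lower sites did not pass a test of their difference in GGAC (87.6% of 282 against 82.1% of 424 sites, Fisher's exact test, p = 0.0572). Higher sites were longer, which leaves more room for a GGAC. In the central 100 bp, equal for all sites, the shares were 36.2% and 33.3% (Fisher's exact test, p = 0.467).

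Several sites in 1 gene mostly changed the same way. Of 567 pairs of sites in the 103 genes with at least 2 sites, 544 pairs, or 95.9%, had the same direction, against 51.7% in shuffles (one-sided permutation p = 1e-05, the smallest possible). Ttn gave many of these pairs, and without it the share was 87.8% of 189 pairs (permutation p = 1e-05). After Ttn, the genes with most sites were Prune2 with 5 higher sites and 1 lower site, Dio2 with 5 higher sites, Sorl1 with 4 higher sites and Adamts15, an extracellular protease, with 4 lower sites in the authors' deposited tables.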

Values the study reported

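From the overlap of its m6A and RNA sequencing of iWAT, the study reported 143 mRNAs with both more m6A and more mRNA in the cold. For genes of its RNA sequencing it used a p-value below 0.05 and a fold change of at least 2.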

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

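The alternatives were fixed in advance, except a fold of at least 8, a p of at most 1e-07, any overlap without skeletal muscle genes, the GGAC density, another choice of transcript, and those that left out whole-tenth folds, skeletal muscle genes, Ttn, or Hk2, Pfkl and Pkm, which were chosen after seeing the data. No paired analysis was possible because the tables hold no value of a single library, and for the same reason no replicate was left out. A fold of at least 4 and an adjusted p of at most 1e-04 removed 0 sites, so they tested nothing. DRACH anywhere in the site was present everywhere (Fisher's exact test, p = 1.0) and tested nothing either.

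Higher sites fell from 301 to 193 with a fold of at least 8 and to 168 with a p of at most 1e-07. Lists past the threshold fell from 9 to 3 with each of these. With a fold of at least 8, adjusted p by Fisher's exact test was 0.191 for glycolysis and for oxidative phosphorylation, 0.0843 for pyruvate and citrate cycle, 0.0721 for lipogenesis, 0.121 for glycogen and 0.107 for extracellular matrix. With a p of at most 1e-07 it was 0.110 for glycolysis, glycogen, extracellular matrix and skeletal muscle, 0.212 for oxidative phosphorylation and 0.0756 for lipogenesis. Among genes with 1 site it was 0.233 for lipogenesis, 0.126 for glycogen and 0.0892 for extracellular matrix. Without skeletal muscle genes it was 0.109 for glycogen. Fewer genes entered each of these tests. With one vote per site, which treats sites of 1 gene as independent though 95.9% of pairs had the same direction, preadipocyte and fibroblast markers gave 0.00326, against 0.0662 per gene and 0.211 among genes with 1 site. Of Hk2, Pfkl and Pkm, 1 site was left at a fold of at least 8. The share relative to the other genes changed side, each time with an adjusted p of 1.0, for the epithelial list with both-direction genes counted by their strongest site, for immediate early genes with one vote per site and with a fold of at least 8, and for cancer and growth pathways with a fold of at least 8. The CDS difference passed with any overlap (1.15e-04) and with any overlap without skeletal muscle genes (0.0164), and the cause was not tested. Both counts treat sites of 1 gene as independent. GGAC (p = 0.171) and DRACH (p = 0.442) in the central 100 bp did not pass Fisher's exact test. Thermogenic and fatty acid oxidation lists, the lower folds of higher sites and the shared direction within a gene passed in every alternative run on them. Folds, and hence all of these results, are limited by the unknown depth.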

Other observations

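Pathway names in the authors' deposited tables gave a second view of the genes with a single direction. Of 120 KEGG pathways with at least 5 such genes, 5 passed a Fisher's exact test of direction, all with more higher genes, an analysis chosen after seeing the data. Carbon metabolism had 19 higher and 0 lower genes (exact test, adjusted p = 2.83e-06), fatty acid metabolism 9 and 0 (adjusted p = 0.0131), propanoate metabolism 7 and 0 (adjusted p = 0.0489), glycolysis and gluconeogenesis 10 and 1 (adjusted p = 0.0276) and metabolic pathways as a whole 41 and 25 (adjusted p = 0.00768). The study chose glycolysis on these samples. It reported carbon metabolism as its top enriched pathway, along with glycolysis, pyruvate metabolism and the citrate cycle. Hk2, Pfkl and Pkm are in the carbon metabolism, glycolysis and metabolic pathways sets. The counts for all of these pathways are therefore not independent evidence of direction. Pathways close to lists that passed in the report did not all pass here: the citrate cycle had 6 and 0 (exact test, adjusted p = 0.0604), oxidative phosphorylation 5 and 0 (adjusted p = 0.123), fatty acid degradation 8 and 1 (adjusted p = 0.0604) and pyruvate metabolism 6 and 1 (adjusted p = 0.320). For the citrate cycle and oxidative phosphorylation this is the most extreme split that so few genes allow. Their failure to pass over 120 pathways therefore shows no difference in direction from the lists.

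The tests that follow were written before their results were seen, except that on whole-tenth folds, which came after. Skeletal muscle genes were higher in cold, Ttn with 28 sites. A candidate explanation is muscle tissue in some of the cold samples. Of 37 further muscle genes, 4 had sites (Xirp2, Trdn, Jph1 and Srl), and 100% of these were higher only, but fewer than the 5 set as the minimum. Pull-down of abundant transcripts without the motif is another, and sites of 7 muscle genes held, as a mean over genes, 1.65 more GGAC per kb than windows of the same genes (95% bootstrap interval −1.40 to 4.88), too wide to tell. The fat's own response to cold was not tested and stays open, since single libraries would be needed to see whether 1 sample carried the muscle signal.

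The very large folds may rest on a fixed smallest value in the group with less signal. Of 174 folds above 100 in the authors' deposited tables, 55.2% were whole multiples of 0.1, against 2.30% of smaller folds. Division by 0.1 would give this if the value of the larger group were itself rounded, which was not checked. Another fixed smallest value could give the same pattern. Multiples of 1/9 and 1/11 that were not whole numbers made up 0.575% and 1.72%. Such folds would be set by the signal of the larger group alone, and their order would then carry little about the size of a change. The other folds above 100 are not covered by this.

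Sites of 1 gene mostly changed together, and Ttn alone did not make this so, since 87.8% of pairs kept the same direction without it against 52.6% in shuffles. A change in the amount of the whole transcript would give this pattern, and so would a change in all its sites. Neither was tested here, and both stay open for these genes, since the tables hold no values of the inputs. For Hk2, Pfkl and Pkm, which are not among the genes with several sites, the study reported more mRNA in cold by quantitative PCR. It also reported more m6A enrichment on them, measured by pull-down and quantitative PCR and normalised to input.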
